A study of Neurospora crassa with 54 samples.

How the data were processed

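The series compared strains of the filamentous fungus Neurospora crassa, and its 54 samples fall into 12 RNA-seq libraries and 42 chromatin immunoprecipitation samples. The 42 chromatin samples were not analysed here. The RNA-seq libraries came from 4 strains with 3 replicates each: a wild type (WT), a strain lacking the histone variant gene hH2Az (dhH2Az), a strain lacking set-7 (dset7), whose product is the histone methyltransferase that methylates lysine 27 of histone H3, and a strain lacking both genes (dhH2Az_dset7). Per the labels' protocols, mycelium was grown for 12 h at 30 °C in constant light in minimal medium with 2% glucose, and poly(A) RNA was made into stranded libraries. The strain of each library was taken from the sample labels. The labels also carry a tag, 920 for replicates 1 and 2 and another number for replicate 3 in every strain, whose meaning they do not state; it was treated as a possible batch.

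The deposited table held whole-number read counts per gene for 10398 genes, and per the file headers the authors made these counts with featureCounts 1.6.2 over exons of the NC12 assembly annotation. Per the file headers, none of the options for stranded counting, for reads with several alignments, or for reads over several genes was set. By the tool's defaults the counts were therefore unstranded and left out reads that overlap several genes or align to several places. A gene that overlaps another one thus loses the shared reads, and an antisense transcript is counted with the gene it runs against; 2406 genes overlap another annotated gene, and such genes are named as overlapping below. The aligner is not given in the sources used here. No filter or normalization by the authors is recorded in the file.

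Gene names came from the RefSeq gene table of the same assembly, to which 10397 of the 10398 genes matched by chromosome, start and end. Of these, 1118 have a symbol other than their locus identifier. The names eed for NCU05300 and suz12 for NCU05460 are not in that table and rest on prior knowledge of the organism; the labels pair NCU09993 with swr-1, while the table calls it crf1-1. Coordinates are those of NC12. No genome sequence was held, so the right end of each of the 7 chromosomes was taken as the end of its last annotated gene, and GC content and near-identical gene copies were not examined.

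Total counts ranged from 13581416 to 19720473 per library. Genes were filtered with edgeR's filterByExpr by strain, which left 8372, and libraries were scaled by TMM (edgeR 4.0.16, R 4.3.3). The main test was edgeR's quasi-likelihood F-test with robust dispersion, on all 12 libraries in 1 fit with a coefficient per strain and no covariate; it was 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 5 pairwise contrasts and the interaction (double deletion minus each single deletion plus WT) were taken from that fit. Genes were also counted with an absolute log2 fold change of at least 1. CPM is the count divided by the TMM-scaled library size, on the usual CPM scale. Standard errors are Wald errors from the same fit.

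Gene sets were tested with camera (limma 3.58.1) on voom log2 CPM with a preset correlation of 0.01. The near-end set held genes with a midpoint within 200 kb of a chromosome end, 784 in all. Genes called in one pairwise contrast were tested in the contrast that shares no library with it. For the overlap of the dhH2Az and dset7 calls, 40 data sets of unchanged groups against shared WT libraries were simulated. When a group had no read, its floor was 3 counts over the group; with 1 to 3 reads a ratio carries a 95% exact binomial interval of the pooled reads. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

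The genes named in the text follow a rule fixed before the data were examined, as were the main design and the alternatives unless stated otherwise. They are hH2Az, set-7, eed, suz12, cac-3 and swr-1 in any contrast. For each pairwise contrast they are also the 3 largest rises and 3 largest falls among genes with adjusted p under 0.05, at least 1 CPM on average over the 12 libraries and non-overlapping CPM of the groups. For the interaction they are the 2 largest in each direction under the first 2 of those conditions. The deleted genes themselves were left out of the last 2 lists. Chance alone gives non-overlapping values of 3 against 3 for 10% of genes. Genes named outside the rule are marked as such.

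The alternatives were DESeq2 size factors, upper-quartile scaling, no filter beyond 1 read, a mean of at least 5 CPM, the DESeq2 1.42.0 Wald test, limma-voom, the replicate number or the label tag as a block, each library left out in turn, only the libraries of the strains compared, fry, camera with an estimated correlation, and near-end distances of 100 and 300 kb. A fit of the 8 libraries tagged 920 alone was added after seeing the data. Whether the replicate numbers of the labels pair the libraries was checked by correlating the deviations of same-numbered libraries from their strain means. For WT and dset7 the correlations were 0.431, 0.167 and 0.245, all over 0.1, so the numbers were treated as pairing the libraries in that contrast. No differently numbered libraries were compared, so the check cannot part a pairing by number from the shared label tag. The changes from replicates 1 and 2 to replicate 3 in these strains correlated at 0.25. The labels do not say what same-numbered libraries share.

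The scripts were tested on simulated counts with known changes. For dhH2Az against WT, a log2 change of 2 was recovered in 164 of 198 changed genes among 8293 tested, and a log2 change of 1 in 0 of 200 among 8305. For dset7 against WT the same sizes gave 170 of 199 among 8307 genes and 11 of 199 among 8312; at the smaller size 3 unchanged genes were also called, 21.4% of those calls. For dhH2Az_dset7 against dhH2Az, 167 of 200 changes of 2 were recovered among 8296 genes. For the interaction, 92 of 199 changes of 2 were recovered among 8306 genes and 0 of 199 changes of 1 among 8292. These shares hold for about 200 changed genes and do not carry over to contrasts with many more calls. In the simulated comparison of dset7 with WT, the p-value of camera was 0.799 for an unshifted set of 610 genes among 8290 tested. It was 2.59e-12 for a set of 615 genes among 8297 tested, shifted by 0.3 on the log2 scale.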

Results

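RNA-seq read counts were obtained from mycelium of 4 Neurospora crassa strains, with 3 libraries per strain: WT, dhH2Az, dset7 and dhH2Az_dset7. Total counts per library ranged from 13581416 in WT replicate 1 to 19720473 in dhH2Az replicate 1. The most abundant gene took between 2.25% of the counts in dhH2Az replicate 3 and 6.76% in WT replicate 1. The study asked whether the histone variant H2A.Z is needed for methylation of lysine 27 of histone H3, a mark of silenced genes that in this fungus is made by SET-7. The RNA-seq design allowed the effect of each deletion to be measured with and without the other.

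The deleted genes were examined first. hH2Az (NCU05347, chromosome II from 1387651 to 1392823, minus strand) had 72.5 ± 6.02 CPM in WT (SD, n = 3) and 89.7 ± 13.9 CPM in dset7 (SD, n = 3). It had 22.4 ± 8.83 CPM in dhH2Az (SD, n = 3) and 32.0 ± 7.82 CPM in dhH2Az_dset7 (SD, n = 3). The log2 fold change was -1.70 (SE 0.273) in dhH2Az against WT, with an edgeR adjusted p of 0.00101, and -1.49 (SE 0.273) in dhH2Az_dset7 against dset7, with an edgeR adjusted p of 0.00232. set-7 (NCU07496, chromosome I from 408524 to 415263) had 8.61 ± 0.913 CPM in WT (SD, n = 3) and 9.89 ± 2.25 CPM in dhH2Az (SD, n = 3). It had 3.37 ± 0.613 CPM in dset7 (SD, n = 3) and 3.82 ± 1.16 CPM in dhH2Az_dset7 (SD, n = 3). Its log2 fold change was -1.35 (SE 0.280) in dset7 against WT, with an edgeR adjusted p of 0.0457, and -1.37 (SE 0.277) in dhH2Az_dset7 against dhH2Az, with an edgeR adjusted p of 0.0320. For both genes every library of the strains labelled as lacking the gene lay below every library of the strains keeping it. Reads remained in the deletion strains, between 333 and 678 per library for hH2Az and between 45 and 85 for set-7. The deleted extent is not given in the sources used here, so whole-gene counts cannot check that a deletion is complete. hH2Az overlaps NCU05346 on the opposite strand (chromosome II from 1387878 to 1389833), which rose in dhH2Az by 3.95 on the log2 scale (SE 0.560, edgeR adjusted p 0.000269); it was named after its values were seen. The calls of set-7 lay near the threshold. With the replicate number as a block, the change in dset7 against WT was -1.36 with an edgeR adjusted p of 0.0943, and the call was lost. Over the fits that left out 1 library, its edgeR adjusted p in dset7 against WT ranged from 0.0275 to 0.223 and its log2 fold change from -1.48 to -1.21. That call was lost without any 1 of the WT or dset7 libraries, dhH2Az replicate 1 or 2, or dhH2Az_dset7 replicate 2. The call in dhH2Az_dset7 against dhH2Az was lost without replicate 1 or 2 of WT, dhH2Az or dset7, or without dhH2Az_dset7 replicate 2, with edgeR adjusted p from 0.0527 to 0.152 in these fits.

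**Figure D1:**
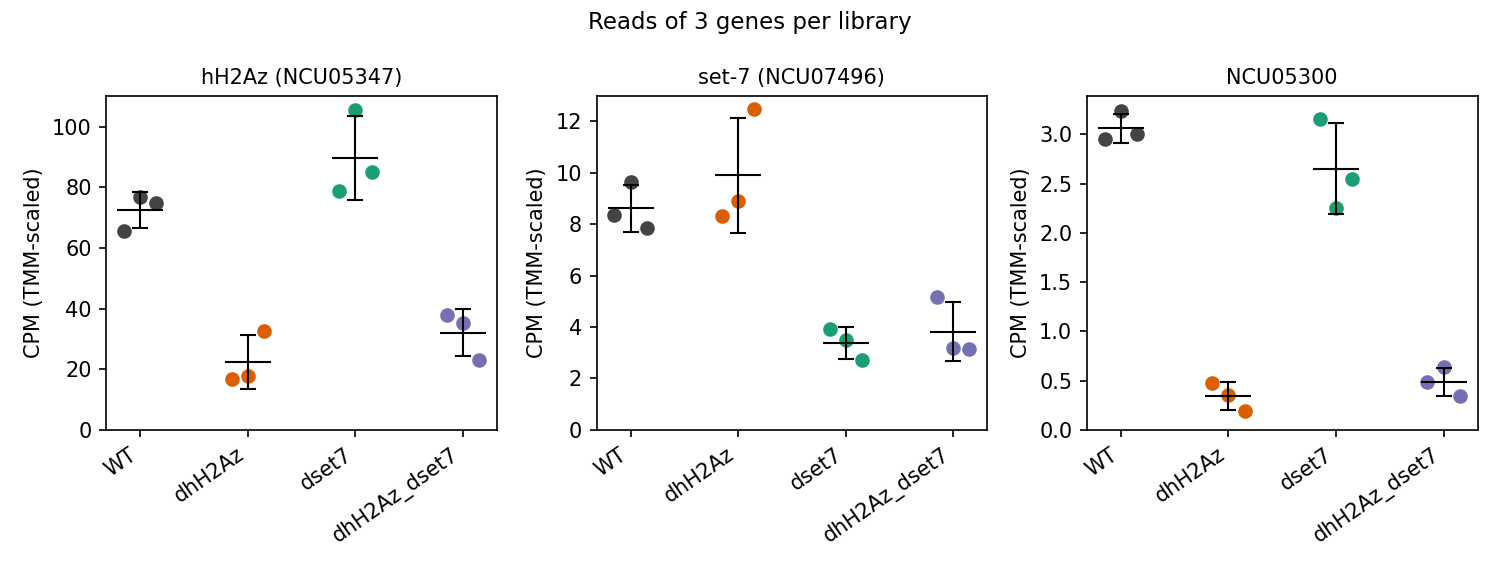
CPM (TMM-scaled, vertical axes) of hH2Az, set-7 and NCU05300 in each of the 12 libraries, grouped by strain; points are libraries, horizontal bars are means and error bars are SD (n = 3). NCU05300 had 3.06 CPM on average in WT and 0.342 CPM in dhH2Az.

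Libraries of the same strain were compared before averaging. No pair agreed within sampling noise: the chi-square per gene ranged from 25.5 for WT replicates 1 and 2 to 351 for dhH2Az replicates 1 and 3, over genes with at least 20 reads in the pair. In every strain replicate 3, with the other tag, stood apart from replicates 1 and 2, tagged 920. The Pearson correlation of log2 CPM across genes was 0.993 between dhH2Az replicates 1 and 2 but 0.937 and 0.943 between these and replicate 3. For dhH2Az_dset7 it was 0.988 between replicates 1 and 2, and 0.932 and 0.932 with replicate 3. Both replicate 3 libraries correlated better with replicates 1 and 2 of the other strain than with those of their own. For dhH2Az replicate 3 these values were 0.950 and 0.954, and for dhH2Az_dset7 replicate 3 they were 0.934 and 0.945. Genes are not independent replicates in such correlations. The common dispersion was 0.102 over all 12 libraries and 0.0178 over the 8 libraries tagged 920. The count of calls in each contrast below is therefore also given for the 920 libraries alone, as are some values of gene sets and single genes. The other tag covers 1 library per strain, which allows no test, so its values are given without one: the sign of single genes, and medians of gene sets.

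**Figure D2:**
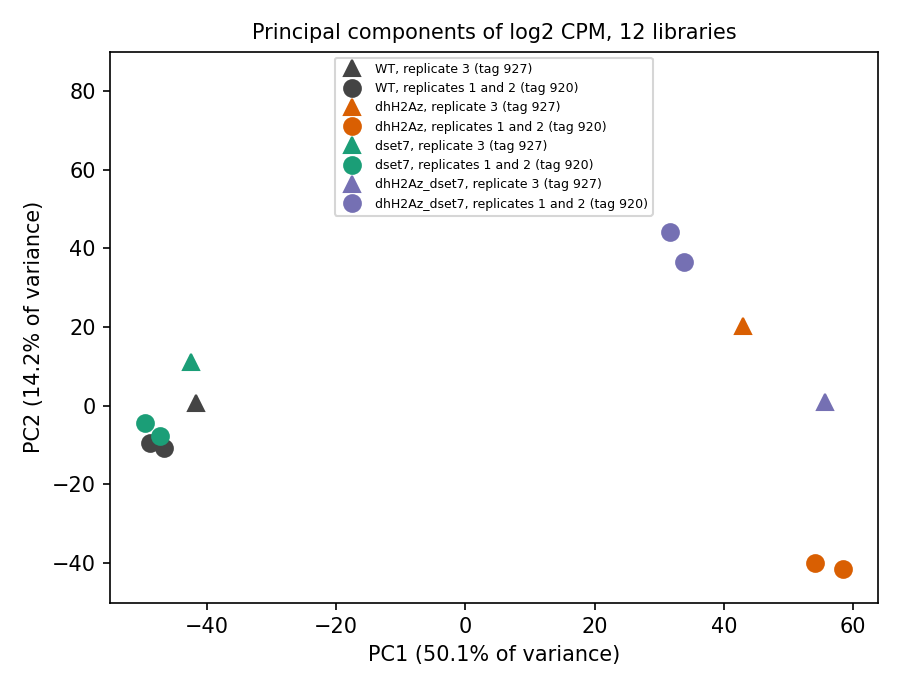
First and second principal components of log2 CPM (axes, with the percent of variance) of the 12 libraries; colours are strains, circles are replicates 1 and 2 and triangles replicate 3. The first component, 50.1% of the variance, parted the strains lacking hH2Az from the others; on the second, 14.2%, dhH2Az replicates 1 and 2 lay at -41.4 and -40.1 and replicate 3 at 20.2.

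Loss of H2A.Z alone was measured as dhH2Az against WT. Of the 8372 genes tested, 2604 had an edgeR adjusted p under 0.05, 1357 of them higher and 1247 lower. With an absolute log2 fold change of at least 1, 976 were higher and 877 lower. Leaving out WT replicate 2 moved the count most among the alternatives that used both tags, to 1636. Upper-quartile scaling shifted the median of all genes from 0.01 to -0.12 and the split of calls from 1357 higher and 1247 lower to 1114 higher and 1561 lower. The 920 libraries alone gave 4648 calls, of which 2551 were among the 2604. Of the 4648 calls, 76.4% had the same sign in the replicate 3 libraries, against 67.6% of all genes tested there. The largest rise was that of NCU09968 (chromosome VI from 309546 to 315476, overlapping another gene), which had 1476 reads over the dhH2Az libraries and 1 read over the WT libraries. That is a ratio of 1014 (95% counting interval 181.8 to 40090). NCU00732 (chromosome I from 7386748 to 7388890) had 3.64 to 12.3 CPM in WT, 4620 and 4035 CPM in dhH2Az replicates 1 and 2 and 197 CPM in dhH2Az replicate 3, a log2 fold change of 8.41 (SE 1.02, edgeR adjusted p 0.00103). NCU05788 (chromosome VII from 3828325 to 3828939) rose by 7.94 (SE 1.92, edgeR adjusted p 0.0179). It had 370 and 213 CPM in dhH2Az replicates 1 and 2 but 1.78 CPM in replicate 3, with 0.616 to 1.01 CPM in WT; leaving out WT replicate 1, 2 or 3 moved its edgeR adjusted p to 0.0598, 0.0679 and 0.0596. The largest falls were those of NCU01348 (chromosome V from 3730157 to 3732570), at -8.31 (SE 0.739, edgeR adjusted p 8.99e-05), eas (NCU08457, chromosome II from 3570905 to 3572798), at -6.38 (SE 1.27, edgeR adjusted p 0.00495), and NCU06911 (chromosome VII from 744988 to 746056), at -5.78 (SE 0.346, edgeR adjusted p 8.89e-06).

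Loss of SET-7 alone was measured as dset7 against WT. The test called 86 genes, 85 higher and 1 lower, and the lower gene was set-7 itself. Of these, 84 were higher with a log2 fold change of at least 1. The DESeq2 Wald test called 159 genes. Each WT library decided part of the count: without WT replicate 1, 2 or 3 it was 53, 43 and 44. The 920 libraries alone gave 904 calls, 479 higher and 425 lower, and included 85 of the 86. In the replicate 3 libraries 62.9% of these 904 had the same sign, against 49.8% of all genes. The 3 largest rises lay 12.9 to 24.1 kb from the right end of chromosome V. NCU07152 (from 6411400 to 6412219) had no read in WT and 901 reads over the dset7 libraries, at least 261-fold higher against a floor of 3 counts over the group. NCU07150 (from 6414593 to 6416401) rose from 0.321 ± 0.339 to 161 ± 52.3 CPM (SD, n = 3), a log2 fold change of 8.98 (SE 0.858, edgeR adjusted p 0.000180). NCU07147 (from 6422489 to 6423410) rose by 8.74 (SE 1.05, edgeR adjusted p 0.000213). All 5 of its WT reads were in WT replicate 1, and without that library its log2 fold change was 12.90, a value set by the absence of WT reads.

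Loss of both genes was measured as dhH2Az_dset7 against WT. The test called 2551 genes, 1282 higher and 1269 lower, with 932 higher and 866 lower at an absolute log2 fold change of at least 1. Without WT replicate 2 the count was 1618, and upper-quartile scaling gave 1114 higher and 1445 lower. From the 920 libraries alone there were 4578 calls, of which 72.5% had the same sign in the replicate 3 libraries, against 65.2% of all genes. NCU07152 had 7008 reads over the dhH2Az_dset7 libraries and none in WT, at least 1978-fold higher. NCU07150 rose by 9.14 (SE 0.858, edgeR adjusted p 2.73e-05). NCU14148 (chromosome VII from 3462488 to 3463253, overlapping another gene) rose by 8.08 (SE 1.91, edgeR adjusted p 0.0264), and 1 library decided this value: replicate 3 had 1410 CPM and replicates 1 and 2 had 20.3 and 16.4 CPM, and without replicate 3 the log2 fold change was 3.37. Without WT replicate 1, 2 or 3 its edgeR adjusted p was 0.0802, 0.0846 and 0.0826. The largest falls were those of NCU06912 (chromosome VII from 747459 to 749114), at -5.49 (SE 0.30, edgeR adjusted p 4.05e-06), NCU06911, at -5.33 (SE 0.344, edgeR adjusted p 1.06e-05), and NCU07088 (chromosome VI from 202271 to 202718), at -5.31 (SE 0.458, edgeR adjusted p 2.11e-05).

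The effect of SET-7 where H2A.Z was already absent was measured as dhH2Az_dset7 against dhH2Az. The test called 121 genes, 94 higher and 27 lower. Single libraries moved this count widely. Without dhH2Az replicate 1, 2 or 3 it was 62, 73 and 473, and without dhH2Az_dset7 replicate 1, 2 or 3 it was 74, 78 and 362. A fit of these 6 libraries alone gave 48 calls and the DESeq2 Wald test 292. With only the 920 libraries there were 2478 calls, including the 121, but only 32.3% of the 2478 had the same sign in the replicate 3 libraries, against 39.9% of all genes, so most of the additional calls did not hold within the other tag. NCU07152 had 5 reads over the dhH2Az libraries and 7008 over the dhH2Az_dset7 libraries, a log2 fold change of 10.60 (edgeR adjusted p 1.39e-06). NCU07150 rose by 9.0 (SE 0.756, edgeR adjusted p 9.60e-05). NCU07144 (chromosome V from 6431522 to 6433447) had 2 reads over the dhH2Az libraries and 663 over the dhH2Az_dset7 libraries, a ratio of 408 (95% counting interval 112.6 to 3379). NCU09968 went from 1476 reads to 3, a ratio of 399 (95% counting interval 136.4 to 1939). The falls of neg-1 (NCU04395, chromosome IV from 3501796 to 3503512), at -2.40 (SE 0.434, edgeR adjusted p 0.0207), and NCU01417 (chromosome V from 4002179 to 4005467, overlapping another gene), at -2.33 (SE 0.448, edgeR adjusted p 0.0282), were not held throughout. Without replicate 1 or 2 of dhH2Az or of dhH2Az_dset7 neither was called, with edgeR adjusted p up to 0.104 and 0.127. NCU01417 was also lost without WT replicate 2 or any 1 of the dset7 libraries.

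The effect of H2A.Z where SET-7 was already absent was measured as dhH2Az_dset7 against dset7. The test called 2486 genes, 1227 higher and 1259 lower. Without dset7 replicate 1 the count was 1643, and upper-quartile scaling gave 919 higher and 1625 lower. Within the 920 libraries there were 4797 calls, of which 75.6% had the same sign in the replicate 3 libraries, against 67.6% of all genes. The 3 largest rises each rested on dhH2Az_dset7 replicate 3. NCU05122 (chromosome VI from 3679456 to 3680306) rose by 7.17 (SE 2.37, edgeR adjusted p 0.0369) and by 1.50 without that library. NCU14148 rose by 6.85 (SE 1.80, edgeR adjusted p 0.0401) and by 2.14 without it. NCU09639 (chromosome IV from 19910 to 21754) rose by 6.48 (SE 1.53, edgeR adjusted p 0.0247) and by 0.80 without it. Each of these calls was also lost without any 1 of the dset7 libraries, that of NCU05122 also without WT replicate 1, and that of NCU14148 without any 1 of the WT libraries or dhH2Az replicate 1 or 2. The largest falls were those of NCU07088, at -5.92 (SE 0.457, edgeR adjusted p 1.33e-05), NCU06912, at -5.81 (SE 0.30, edgeR adjusted p 5.58e-06), and NCU05755 (chromosome VII from 3720774 to 3721718), at -5.80 (SE 0.431, edgeR adjusted p 1.08e-05).

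The interaction asked whether one deletion acted differently when the other gene was also missing. It was called for 15 genes, 7 above and 8 below 0, all with an absolute log2 value of at least 1. Single libraries decided the number: it was 5 without WT replicate 2, 8 without WT replicate 1 or 3, 7 without dhH2Az replicate 1 or 2 and 116 without dhH2Az replicate 3. It was 6 and 7 without dset7 replicates 1 and 2, and 8 and 106 without dhH2Az_dset7 replicates 1 and 3. The 920 libraries alone gave 2167 calls, including the 15; of the 2167, 29.0% had the same sign in the replicate 3 libraries, against 38.8% of all genes. NCU09634 (chromosome II from 8927 to 11029) had 0.815 CPM on average in WT, 0.0979 in dhH2Az, 10.6 in dset7 and 31.8 in dhH2Az_dset7, an interaction of 4.54 (SE 0.545, edgeR adjusted p 0.00263). NCU09633 (chromosome II from 11642 to 12594, overlapping another gene) had an interaction of 4.39 (SE 0.518, edgeR adjusted p 0.00450). NCU14124 (chromosome III from 4870400 to 4871284) had 0.474 CPM on average in WT, 9.24 in dset7 and 20.6 in dhH2Az_dset7, and 59.9, 52.6 and 12.95 CPM in dhH2Az replicates 1, 2 and 3. Its interaction was -5.33 (SE 0.864, edgeR adjusted p 0.0346); the call was lost in 9 of 12 fits that left out a library (each WT library, and replicates 1 and 2 of the other strains), with edgeR adjusted p up to 0.154. NCU08570 (chromosome III from 4873986 to 4874990) had an interaction of -3.64 (SE 0.468, edgeR adjusted p 0.00898).

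A list of 6 genes was fixed in advance: hH2Az itself, and 5 genes for subunits of the lysine 27 methyltransferase complex and of the H2A.Z exchange complex. Over all genes tested, 3 of the 6 were called in dhH2Az against WT, 1 in dset7 against WT, 5 in dhH2Az_dset7 against WT, 1 in dhH2Az_dset7 against dhH2Az and 2 in dhH2Az_dset7 against dset7; adjusted over the list alone the counts were 3, 1, 5, 1 and 3, the additional gene being cac-3. These counts include the deleted genes. NCU05300, taken as eed (chromosome IV from 5413342 to 5416107), had 3.06 ± 0.150 CPM in WT, 0.342 ± 0.144 in dhH2Az, 2.65 ± 0.463 in dset7 and 0.489 ± 0.144 in dhH2Az_dset7 (SD, n = 3 each). It changed by -3.13 (SE 0.381, edgeR adjusted p 0.000140) in dhH2Az against WT, by -2.41 (SE 0.373, edgeR adjusted p 0.000803) in dhH2Az_dset7 against dset7 and by -0.21 (SE 0.331, edgeR adjusted p 0.962) in dset7 against WT. These values rest on 4 to 10 reads per dhH2Az library and 35 to 52 per WT library. cac-3 (NCU06679, chromosome V from 4249520 to 4252204) changed by -0.64 (SE 0.158, edgeR adjusted p 0.0104) in dhH2Az against WT and by -0.51 (SE 0.158, edgeR adjusted p 0.0297) in dhH2Az_dset7 against WT; the latter call was lost without WT replicate 2 or 3 or dhH2Az_dset7 replicate 2 or 3. In dset7 against WT it changed by -0.07 (SE 0.158, edgeR adjusted p 0.976), a sign that flipped under upper-quartile scaling and without WT replicate 3 (0.0068 and 0.0077). In dhH2Az_dset7 against dset7 cac-3 changed by -0.44 (SE 0.158, edgeR adjusted p 0.0518). It stayed above the threshold in 15 of 22 alternatives. It passed in the others, among them upper-quartile scaling (-0.60, edgeR adjusted p 0.0126) and the 920 libraries (-0.40, edgeR adjusted p 0.0297). NCU05460, taken as suz12 (chromosome II from 1672115 to 1675786), changed by 0.43 (SE 0.238, edgeR adjusted p 0.190) in dhH2Az against WT and by 0.94 (SE 0.237, edgeR adjusted p 0.0121) in dhH2Az_dset7 against WT. The latter was lost without WT replicate 1 or 2 (edgeR adjusted p 0.0546), and the former passed the threshold without WT replicate 3, at 0.69. NCU09993, named swr-1 in the labels (chromosome VII from 292669 to 298761), changed by less than its error in dhH2Az against WT, by 0.10 (SE 0.334, edgeR adjusted p 0.851), a sign that flipped without WT replicate 1 or 2 or dhH2Az replicate 3. In dhH2Az_dset7 against dset7 it changed by 0.68 (SE 0.334, edgeR adjusted p 0.147). That change passed the threshold with the label tag block (0.77, edgeR adjusted p 0.0191), without dset7 replicate 3 (1.05, edgeR adjusted p 0.0371) and in the 920 libraries (1.05, edgeR adjusted p 0.000116).

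Methylation of lysine 27 of histone H3 is known to cover much of the sequence next to the chromosome ends of this fungus, so genes within 200 kb of an end were compared with the rest; 622 of the genes tested lay there and 7750 did not. In dhH2Az against WT the near-end median log2 fold change was -0.23 and that of the rest 0.02, and camera gave an adjusted p of 0.00781 over the 5 contrasts. In dset7 against WT the medians were 0.23 and -0.03, with a camera adjusted p of 1.43e-11. In dhH2Az_dset7 against dhH2Az they were 0.33 and -0.02, with a camera adjusted p of 5.23e-23. In dhH2Az_dset7 against WT they were 0.19 and 0.01; the camera adjusted p of 0.0440 was not held with an estimated correlation, where it was 0.108, nor without replicate 3 of WT, dset7 or dhH2Az_dset7, where it was 0.0916, 0.0548 and 0.0585; it ranged from 0.000374 to 0.131 over all alternatives. In dhH2Az_dset7 against dset7 the medians of -0.03 and 0.04 did not differ, with a camera adjusted p of 0.396. The first 3 held under fry and under an estimated correlation. With the estimated correlation, dhH2Az against WT passed only narrowly (camera p 0.0296, adjusted p 0.0494). The differences of medians had the same sign in the 920 libraries and the replicate 3 libraries for all 5 contrasts: in dset7 against WT they were 0.22 and 0.35, and in dhH2Az against WT -0.33 and -0.20. Of near-end genes, 6.75% were called higher in dset7 against WT, against 0.555% of the others; in dhH2Az_dset7 against dhH2Az the shares were 11.3% and 0.310%. In dhH2Az against WT, 26.7% of near-end genes were called lower, against 14.0% of the others. In dhH2Az_dset7 against WT, 25.4% were called higher, against 14.5% of the others, and 47.4% within 50 kb of an end.

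**Figure D3:**
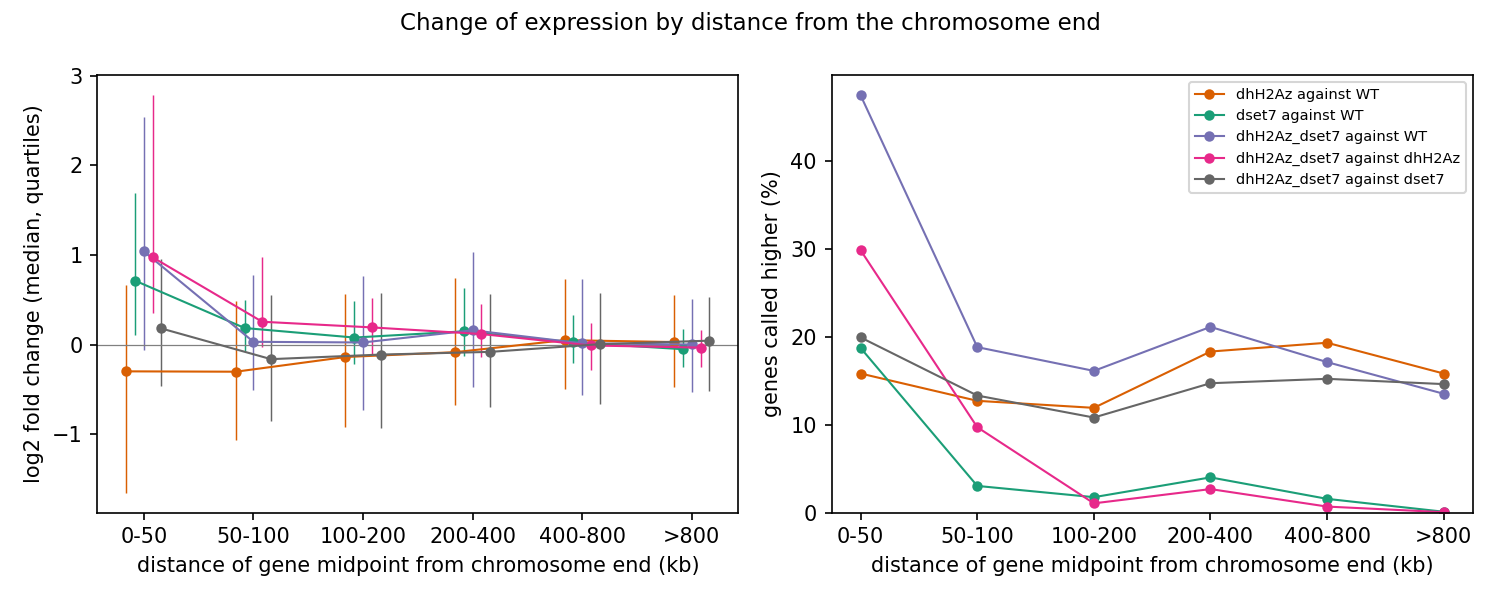
Log2 fold change (left, median with quartiles) and percent of genes called higher at adjusted p under 0.05 (right) by distance of the gene midpoint from the chromosome end in kb, for the 5 pairwise contrasts. Within 50 kb of an end, 18.7% of 171 genes were called higher in dset7 against WT and 29.8% in dhH2Az_dset7 against dhH2Az.

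Genes called in one contrast were then followed in the contrast that shares no library with it. The 85 genes called higher in dset7 against WT had a median log2 fold change of 2.28 in dhH2Az_dset7 against dhH2Az, where 76 of the 85 were positive and 51 were also called higher (camera adjusted p 3.11e-74). The median of these 85 genes was 2.0 in the 920 libraries and 1.85 in the replicate 3 libraries. The single lower gene, set-7, left no set to test. The 1357 genes called higher in dhH2Az against WT had a median of 1.08 in dhH2Az_dset7 against dset7, and 96.3% were positive (camera adjusted p 1.24e-61). The 1247 genes called lower had a median of -1.17, and 97.3% were negative (camera adjusted p 1.74e-69). All 3 held under fry and under an estimated correlation, with far larger p-values than at the preset correlation. Before adjustment and in the order above, camera with an estimated correlation gave p of 7.76e-05, 0.000119 and 5.52e-05. The p-values of fry were 5.80e-07, 8.44e-07 and 2.07e-07.

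The calls of dhH2Az and dset7, each against the same WT libraries, shared 50 genes, 31 higher in both and 19 higher in dset7 and lower in dhH2Az. Independent lists of these sizes would share 26.7 genes, a number that leaves out the effect of the shared WT libraries. The 40 simulated data sets of unchanged groups shared no call, which was fixed in advance, since unchanged groups give almost no calls. The Spearman correlation of the fold changes over all tested genes was 0.13, and 0.45 to 0.50 in the simulated sets, where the shared WT libraries alone raised it. The simulated groups had no changes of their own, whereas dhH2Az had 2604 calls. The values are therefore not comparable, and 0.13 does not show less agreement than shared libraries give. Leaving out WT replicate 1, 2 or 3 gave 29, 25 and 28 shared calls, from 53, 43 and 44 calls in dset7. From the 920 libraries alone it was 519, from 4648 calls in dhH2Az and 904 in dset7. The 26.7 holds only for lists of 2604 and 86 calls, so these counts cannot be set against it.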

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

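In this part the test of near-end genes in the interaction and the tests of label tag, scaling, overlapping genes, expression and gene length, and swapped libraries were chosen only after the result was seen; the splits of the libraries were not.

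The interaction of the deletions was called for 15 genes, which means that the effect of one deletion differed with the other. All 7 genes above 0 lay within 12.92 kb of a chromosome end; all 7 were lower in dhH2Az than in WT, and 5 were higher in dset7. All 8 genes below 0 lay at least 270 kb from an end, and 6 of them were higher than WT in all 3 deletion strains. Several explanations are argued against. A difference between the label tags would be absent within one tag, yet all 15 were called in the same direction from the 920 libraries alone. Those libraries were part of the fit that chose the genes, and alone they gave 2167 interaction calls. In the replicate 3 libraries, which allow no test, all 15 kept their sign. The interactions there ran from 1.254 to 2.822 for the genes above 0 and from -3.721 to -0.8182 for those below 0. Library scaling moved the smallest absolute value of these genes only to 1.29. Reads shared with overlapping genes do not apply to 12 genes; for the other 3 the sources cannot be told apart, since positions of reads were not held. A swap of dhH2Az and dhH2Az_dset7 libraries is excluded by the near-end genes called higher in dset7, whose median log2(CPM + 0.5) was at least 3.277 higher in every dhH2Az_dset7 library than in any dhH2Az library. Of 100 splits of the 12 libraries into 4 groups, the real one included, 4 gave as many genes, the real one and 3 others. These splits do not decide whether chance can be excluded: they mix strains with large effects of their own, which widens the spread within groups, and only 7 of the 100, again with the real one, called any gene. Paralogous sequence and GC content were not tested without a genome. A biological difference in how the deletions combine remains open; as a hypothesis, near-end genes may be held lower by the loss of H2A.Z only while SET-7 is present.

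Near-end genes as a set also differed between backgrounds. The interaction had a median of 0.20 near ends, 0.1992 above that of the other genes (camera p 7.67e-05; fry p 0.0119; estimated correlation p 0.00589). This set test of the interaction was not among the planned contrasts. Low expression or gene length is argued against, as the near-end median lay at the 100th percentile of 10000 lists matched on both. A difference between the label tags is argued against by the 920 libraries alone, where the difference was 0.2816 (camera p 0.0116), with 0.11 in the replicate 3 libraries. Swapped libraries are excluded by the same gap of 3.277. The splits of the 12 libraries do not decide whether chance can be excluded, for the same reason; 39 of 100, the real one included, gave a difference as large in absolute value. The pattern therefore remains a hypothesis.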

How the results depend on the processing

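The fit of the 8 libraries tagged 920 was chosen after seeing the data, and so was every value given for it here; the other alternatives were planned. Of 1508 values under alternatives, 1336 kept their direction and side of the threshold or, for counts, stayed within 1.5 times the main count. Of the 1199 values of single genes, 1076 did so, 99 lost the threshold, 17 gained it and 7 changed sign.

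Counts of calls in the 6 contrasts stayed within 1.5 times under both other scalings, no filter, limma-voom and the label tag block. A mean of at least 5 CPM gave 57 for dset7 against WT and 77 for dhH2Az_dset7 against dhH2Az; fewer genes are tested there. The DESeq2 Wald test gave 159 and 292 for these contrasts, 70 for the interaction and 100 shared calls; the cause was not tested. The fit of only the strains compared gave 48 for dhH2Az_dset7 against dhH2Az, with fewer libraries to estimate the spread. The 920 libraries alone gave 4648, 904, 4578, 2478 and 4797 for the pairwise contrasts, 2167 for the interaction and 519 shared calls; their dispersion was 0.0178 against 0.102.

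Leaving out each library in turn gave 1636 to 2990 calls for dhH2Az against WT, 43 to 113 for dset7 against WT, 1618 to 2843 for dhH2Az_dset7 against WT, 62 to 473 for dhH2Az_dset7 against dhH2Az, 1643 to 2797 for dhH2Az_dset7 against dset7, 5 to 116 for the interaction and 25 to 58 shared calls. The highest values came without dhH2Az replicate 3 except for dhH2Az against WT, where it was dhH2Az_dset7 replicate 3.

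The fall of hH2Az kept its direction and call in both contrasts under all alternatives. The fall of set-7 kept its direction throughout and lost its call in several. In dset7 against WT its log2 fold change was -1.28 under upper-quartile scaling, -1.30 with at least 5 CPM, -1.36 under limma-voom and -1.35 with the label tag block; the adjusted p over all alternatives ranged from 0.000922 to 0.223. The leave-outs gave -1.48 to -1.21. In dhH2Az_dset7 against dhH2Az it was -1.35 in the fit of those strains only, with leave-outs of -1.65 to -1.17 (adjusted p 0.0259 to 0.152); the adjusted p over all alternatives ranged from 0.000432 to 0.253. The cause was not tested.

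For NCU05460 in dhH2Az against WT the leave-outs gave 0.26 to 0.69 and the 920 libraries 0.73; it passed the threshold at 0.69, without WT replicate 3, and in the 920 libraries. NCU09993 in dhH2Az against WT changed sign under upper-quartile scaling, to -0.031, and in leave-outs of -0.17 to 0.50. cac-3 (NCU06679) in dset7 against WT changed sign to 0.0068 under upper-quartile scaling and to 0.032 in the 920 libraries, with leave-outs of -0.14 to 0.0077. NCU09993 in dhH2Az_dset7 against dset7 had leave-outs of 0.52 to 1.05. None of these was called in the main test.

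Near-end genes kept their direction and side of the threshold in 4 of the 5 contrasts under all alternatives. In dhH2Az_dset7 against WT the difference lost the threshold with an estimated correlation (0.1829, unchanged by construction), the label tag block (0.15), at least 5 CPM (0.11), a distance of 300 kb (0.14) and the 920 libraries (0.19), with leave-outs of 0.16 to 0.21; at 100 kb it rose to 0.41 (adjusted p 0.000506). The genes called higher in dset7, chosen anew under each alternative, passed the threshold in the independent contrast, except that the larger list from the 920 libraries had a median of 0.11 (camera adjusted p 0.148); many of its genes were called only there.

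With the replicate number as a block set-7 changed by -1.36 in dset7 against WT (adjusted p 0.0943), the count of calls went from 86 to 76, with 70 of the 86 kept, among them 36 of the 42 near-end and 34 of the 43 internal genes called higher. Among the called genes named for that contrast and the near-end set it changed no other call. In the other pairwise contrasts same-numbered libraries also share a number and a label tag. Their deviations correlated between -0.35 and 0.148, and in none of these contrasts were all over 0.1. The interaction uses all 4 strains; of the strain pairs in it, only WT with dset7 and dhH2Az with dset7 (0.156, 0.147 and 0.266) had all correlations over 0.1, so the numbers were not taken to pair it. With the replicate block the interaction count was 11, NCU14124 had an interaction of -4.99 (adjusted p 0.0921), set-7 changed by -1.40 in dhH2Az_dset7 against dhH2Az (adjusted p 0.0640), and the near-end difference in dhH2Az_dset7 against WT was 0.16 (adjusted p 0.0531). Of 55 values of single genes over all contrasts, 9 lost the threshold with this block and 1 gained it, NCU09993 in dhH2Az_dset7 against dset7 (0.77, adjusted p 0.0294).

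Depth limits low genes: NCU05300 rests on 4 to 12 reads per library where hH2Az is deleted. Splits of 6 libraries cannot exclude chance at 0.05, since there are only 10. For dhH2Az_dset7 against dhH2Az 2 of the 10 gave as many calls, and for the other 4 pairwise contrasts 1 did, the real one. For dset7 against WT 4 of the 10 part all same-numbered libraries; the other 3 of these gave no call. For the near-end differences the real split was the largest of 10 in 4 contrasts, 1 each, and 4 of 10 were as large in dhH2Az_dset7 against dset7. The 100 splits into 4 groups, the real one included, decide nothing about the sets and the shared calls. Only 4, 3 and 3 of them called enough genes to give the sets higher in dset7, higher in dhH2Az and lower in dhH2Az; of these, 1, 3 and 1 had as large a median. Only 2 splits shared any call, and 1, the real one, shared as many.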

Other observations

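In this part the tests of depth, wild-type expression level, position near chromosome ends, overlapping annotation and the label tag for the classes of dset7 calls were fixed before their results were seen; the others were chosen after the result was seen.

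The 920 libraries and the replicate 3 libraries disagreed most, among the pairwise contrasts, where both groups lacked hH2Az. Of 2478 calls of dhH2Az_dset7 against dhH2Az from the 920 libraries, 800 had the same sign in the replicate 3 libraries, or 32.3%. A split of these 6 libraries that set dhH2Az replicates 1 and 2 with dhH2Az_dset7 replicate 3 against the other 3 gave 524 calls, more than the 121 of the real one. NCU14148 shows it: 3851 and 3110 CPM in dhH2Az replicates 1 and 2 and 1410 in dhH2Az_dset7 replicate 3, but 1.97, 20.3 and 16.4 CPM in the other 3. Swapped replicate 3 libraries are excluded: the near-end genes called higher in dset7 had a median log2(CPM + 0.5) of 0.10 or less in every dhH2Az library and 3.38 or more in every dhH2Az_dset7 library, a gap of 3.277. The changes from replicates 1 and 2 to replicate 3 in dhH2Az and in dhH2Az_dset7 correlated at -0.0664 across genes, which decides nothing, since a shift between the tags shared by both strains cancels in each comparison. Library depth is argued against, since 33.05% had the same sign after thinning every library to 13581416 counts. The labels carry the same strain code for all 3 libraries of dhH2Az and for all 3 of dhH2Az_dset7, which gives no sign of different isolates; a further number differs between replicates, and its meaning is not stated. A culture state that differs among libraries lacking H2A.Z may remain, as untested.

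The genes called higher in dset7 fell into classes that moved apart when H2A.Z was lost. The 42 near-end genes had a median log2 fold change of -0.94 in dhH2Az against WT, 8 called higher and 16 lower; the 43 others had a median of 1.18, 23 called higher and 3 lower. Loss of set-7 in the dhH2Az background then raised the near-end genes by a median of 4.55 and the others by 0.78. Shared wild-type libraries are argued against, because the classes also differed by 3.774 in dhH2Az_dset7 against dhH2Az, which shares no library with the contrast that chose them. A difference between the label tags is argued against by -1.259 in the replicate 3 libraries and -2.44 in the 920 libraries. Wild-type expression level is argued against by a median difference of -3.003 between each near-end gene and the internal gene closest to it in wild-type CPM, though these drew on 20 distinct internal genes. Shuffling the classes over the 85 genes gave a permutation p of 0.00039, which treats neighbouring genes as independent. The hypothesis is that SET-7 silencing away from the ends may depend on H2A.Z while silencing at the ends does not; the methylation itself was not analysed here.

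The low level of NCU05300, taken as eed and a partner of SET-7, offers a candidate explanation for part of this. If it removed SET-7 function, genes silenced by SET-7 would rise in dhH2Az and change little when set-7 was then lost. The internal genes did rise, with a median of 1.18 and 31 of 43 positive. Loss of set-7 in the dhH2Az background still raised them by a median of 0.78, with 35 of 43 positive and 15 called higher. The internal genes thus met the first part of the prediction. On the second part, 0.78 was below their median of 2.79 in dset7 against WT. Their interaction had a median of -1.41, with 6 of 43 positive. Both of these values use the libraries that chose the genes, which can enlarge the difference. A partial loss of SET-7 function at the internal genes therefore remains open. The near-end genes did not rise as a class, with a median of -0.9426, and -0.2998 in the replicate 3 libraries. They were mixed: 14 of 42 were positive, 8 called higher and 16 lower. Lost function at every target is therefore argued against, but not at each near-end gene taken singly. A direct role of H2A.Z at the internal genes remains open, as untested.

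The genes called higher in dset7 lay side by side more often than position explains. They formed 28 neighbouring pairs among tested genes, against a mean of 6.69 and at most 16 in 10000 random lists with the same numbers per distance class, which argues against position near the ends alone. Only 1 of the 28 pairs overlapped, which argues against overlapping annotation. No biological explanation was tested.

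A pair of neighbouring, overlapping genes had reads in only 1 strain, taking at least 20 reads in each of its libraries and at most 3 in any of the other 9. NCU09968 had 454 to 528 reads per dhH2Az library and at most 2 elsewhere, and NCU09969 (chromosome VI from 314113 to 320071) had 25 to 38 and at most 3. NCU09969 was named after its values were seen. dhH2Az_dset7, which also lacks hH2Az, was among the strains without reads. A strain variant unrelated to the deletion, with at most 3 reads elsewhere, and a need for SET-7 cannot be told apart, because each strain is a single genotype here.

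Genes beside the deleted loci were examined as well, chosen after their values were seen. Within 20 kb of set-7, 2 of 8 tested genes were called in dset7 against WT, NCU07497 at 2.33 and NCU07495 at 2.15 on the log2 scale. In dhH2Az_dset7 against dhH2Az 4 of 8 were called, led by NCU07499 at 4.42, which was not called in dset7 against WT (2.36, edgeR adjusted p 0.110). The medians of the 8 were 0.07 and 0.88, and of all genes tested 1.03% and 1.45% were called in these contrasts. NCU07497 and NCU07495 are among the 43 internal genes called higher in dset7. In dhH2Az against WT they changed by -1.745 and -0.6879, while the median of that class was 1.18. For these neighbours of the deleted gene, a local effect of the deletion cannot be told apart from lost SET-7 function. Within 20 kb of hH2Az, 3 of 9 were called in dhH2Az against WT, led by NCU05346 at 3.95, and 1 of 9 in dhH2Az_dset7 against dset7, NCU05346 at 3.98; the medians of the 9 were 0.14 and -0.54. Of all genes tested, 31.1% and 29.7% were called in these contrasts, so the number of calls beside hH2Az does not stand out.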
